# A Cre-conditional *MYCN*-driven neuroblastoma mouse model as an improved tool for preclinical studies

**DOI:** 10.1038/onc.2014.269

**Published:** 2014-09-01

**Authors:** K Althoff, A Beckers, E Bell, M Nortmeyer, T Thor, A Sprüssel, S Lindner, K De Preter, A Florin, L C Heukamp, L Klein-Hitpass, K Astrahantseff, C Kumps, F Speleman, A Eggert, F Westermann, A Schramm, J H Schulte

## Abstract

Neuroblastoma, a childhood cancer that originates from neural crest-derived cells, is the most common deadly solid tumor of infancy. Amplification of the *MYCN* oncogene, which occurs in approximately 20–25% of human neuroblastomas, is the most prominent genetic marker of high-stage disease. The availability of valid preclinical *in vivo* models is a prerequisite to develop novel targeted therapies. We here report on the generation of transgenic mice with Cre-conditional induction of *MYCN* in dopamine β-hydroxylase-expressing cells, termed LSL-*MYCN*;Dbh-iCre. These mice develop neuroblastic tumors with an incidence of >75%, regardless of strain background. Molecular profiling of tumors revealed upregulation of the *MYCN*-dependent miR-17–92 cluster as well as expression of neuroblastoma marker genes, including tyrosine hydroxylase and the neural cell adhesion molecule 1. Gene set enrichment analyses demonstrated significant correlation with *MYC*-associated expression patterns. Array comparative genome hybridization showed that chromosomal aberrations in LSL-*MYCN*;Dbh-iCre tumors were syntenic to those observed in human neuroblastomas. Treatment of a cell line established from a tumor derived from a LSL-*MYCN*;Dbh-iCre mouse with JQ1 or MLN8237 reduced cell viability and demonstrated oncogene addiction to MYCN. Here we report establishment of the first Cre-conditional human *MYCN*-driven mouse model for neuroblastoma that closely recapitulates the human disease with respect to tumor localization, histology, marker expression and genomic make up. This mouse model is a valuable tool for further functional studies and to assess the effect of targeted therapies.

## Introduction

Neuroblastoma is the most common deadly solid tumor of infancy, and accounts for 15% of pediatric cancer deaths.^1,2^ Primary tumors derive from precursor cells of the sympathetic nervous system along the sympathetic chain.^3^ Neuroblastoma most frequently arises in the adrenal, but also develops from the superior cervical or celiac ganglia.^4^ The most prominent genetic marker of high-stage disease is amplification of the *MYCN* oncogene, which occurs in 20–25% of all neuroblastomas.^5^ Mouse models for human neuroblastoma can be helpful to understand the molecular mechanisms underlying pathogenesis and serve as important tools for preclinical studies. Weiss *et al.* has previously demonstrated that *MYCN* has the potential to drive murine neuroblastoma in a transgenic model, in which *MYCN* expression is driven by a rat tyrosine hydroxylase (*TH*) promoter.^6^ Transgenic mice expressing *MYCN* in the abdominal ganglia developed neuroblastoma. Although representing an excellent and broadly used tool, some limitations exist: (i) the transgene integration site and its genomic context is ill-defined, potentially resulting in less robust *MYCN* expression, (ii) tumors predominantly originate from abdominal ganglion structures, thus resembling only a subset of human neuroblastoma, (iii) no intrinsic option for *in vivo* tumor imaging is included and (iv) tumor incidence of heterozygous *TH-MYCN* mice is 70% in the 129 × 1/SvJ strain background, but only 5% in C57Bl6/N background, reducing the potential for combination with other cancer-relevant alleles. We aimed to overcome these limitations by developing a novel mouse model with targeted Cre-conditional *MYCN* expression in the neural crest.

## Results

### Characterization of LSL-*MYCN* mice

LSL-*MYCN* transgenic mice were viable and fertile without obvious physiological or morphological phenotypes. Offspring resulting from breeding LSL-*MYCN* mice with wild-type mice were born according to the expected Mendelian ratio (data not shown). We next confirmed the molecular integration site and localization of the transgene. Representative examples of PCR analyses validating transgene integration in heterozygous and homozygous LSL-*MYCN* mice are shown in Figure 1b. PCR analyses validating the presence of a wild-type allele at the ROSA26 locus in wild-type and heterozygous LSL-*MYCN* mice are shown in Figure 1c.

### Targeted expression of *MYCN* in the neural crest causes abdominal tumor formation in double-transgenic LSL-*MYCN*;Dbh-iCre mice

Double-transgenic LSL-*MYCN*;Dbh-iCre mice developed palpable abdominal tumors with an incidence of 76% in a mixed C57/Bl6/129 × 1/SvJ strain background (*n*=38). Tumor onset was detectable between 26–337 days of age, and the mean age at tumor onset was 79.6 days (Figure 2a). Interestingly, Kaplan–Meier analysis revealed a significantly prolonged tumor-free survival of mice heterozygous for *TH-MYCN* compared with LSL-*MYCN*;Dbh-iCre mice (*P*=0.001; Supplementary Figure 1). Of note, none of the single transgenic LSL-*MYCN* or Dbh-iCre mice developed a tumor (Figure 2a); *P*<0.0001. Cre-mediated recombination in tumors, but not in control tissue from LSL-*MYCN*;Dbh-iCre mice was validated using B1 and B2 primers (Figure 1a). In the presence of the transcriptional termination site, a 2241-bp band was present in control tissue, whereas Cre-mediated excision of the transcriptional termination site upstream of the *MYCN* allele was indicated by the presence of a 703-bp band (Figure 2b and Supplementary Figure 2).

### Tumor localization, histology and expression of marker genes in LSL-*MYCN*;Dbh-iCre mice recapitulate the patterns of human neuroblastoma

*In vivo* bioluminescence imaging (Figure 2c) revealed that tumors in LSL-*MYCN*;Dbh-iCre mice arose from the superior cervical ganglion (I), the adrenals (I, II, III) or the celiac ganglion (III). Several tumors were shown to originate from adrenal structures using high-frequency ultrasound imaging (Figures 2d and e). Macroscopic images acquired during dissection of mice carrying palpable tumors (Figure 2f) also confirmed that tumors arose from both adrenals and the celiac ganglion (left) and from the superior cervical ganglion (right). Tumors had elevated expression of both *MYCN* mRNA and protein compared with normal tissues (Figures 3a and b). Hematoxylin and eosin staining of histological tumor sections and electron microscopy showed a small round blue cell tumor with cells harboring neurosecretory vesicles (Figures 3c and d), indicative of neuroblastoma. Furthermore, tumors strongly expressed the neuroblastoma-specific marker genes, dopamine β-hydroxylase (*Dbh*), tyrosine hydroxylase (*Th*) and paired-like homeobox 2b (*Phox2b*), as observed by quantitative PCR (qPCR; Figure 3e). The neural cell adhesion molecule, Ncam1, a marker for neuroendocrine tissues, was strongly expressed in tumors from LSL-*MYCN*;Dbh-iCre mice (Figure 3f). Expression of tyrosine hydroxylase was also confirmed on the protein level (Figure 3g). To analyze early or even premalignant stages of neuroblastoma development in our mouse model, we collected adrenals for histological examinations at day of birth, at days 14 and 28 of life (Supplementary Figures 3a–c). Hyperplastic cells were present in the adrenal medulla of some, but not all, of adrenal glands from 0-day-old transgenic mice and most 14- and 28-day-old transgenic mice. Especially at day 28, the adrenal medulla of LSL-*MYCN*;Dbh-iCre mice had an atypical, nodal tissue architecture. In contrast, no hyperplasia was observed in adrenal glands from control mice of any age. The observed hyperplasia is in line with the hyperplastic lesions (in superior cervical ganglia) previously described in TH-*MYCN* mice by Hansford *et al.*^7^ Taken together, we demonstrate that LSL-*MYCN*;Dbh-iCre mice develop neuroblastomas that arise from the adrenal medulla and other neural crest derivatives.

### Murine *MYCN*-driven neuroblastomas are characterized by genomic aberrations syntenic to human neuroblastomas

An overview of all genomic aberrations detected in tumors from heterozygous LSL-*MYCN*;Dbh-iCre mice compared with tail DNA is depicted in Table 1 and Figure 4a. A partial gain of murine chromosome 11q was detected in the tumors of four mice (Figures 4a and c). This region is syntenic to human chromosome 17 (Figure 4c), for which gain or partial gain (17q) occurs in the majority of human neuroblastomas.^8^ Five tumors exhibited gain of the entire murine chromosome 6 (Figure 4a and Supplementary Figure 4c), which is partially syntenic to human chromosomes 7p, 7q and 12p. In human neuroblastomas, gain of an entire chromosome 7 occurs in 40% of tumors and appears to be prevalent in all tumor stages, whereas gain of 7q, observed in 12% of human tumors, is more common in higher stage tumors.^9^ Three tumors harbored a gain of the entire mouse chromosome 12, which is syntenic to human chromosome 2p and includes the *MYCN* locus, as well as human chromosome 14q and parts of human chromosome 7p and 7q (Figure 4a and Supplementary Figure 4d). Eight tumors displayed gain of the entire chromosome 3 (Figure 4a and Supplementary Figure 4b), which is partially syntenic to human chromosome 1q, a region often gained in human neuroblastomas.^10^ Interestingly, two tumors showed a focal gain on chromosome 6 that encompassed the *ROSA26* locus, in which the human *MYCN* transgene was integrated (Figures 4a and b). This focal gain resulted in a 20- to 25-fold increase in *MYCN* transgene copy number in these two tumors, as measured by qPCR (inset Figure 4b). Consequently, the two tumors containing this aberration had elevated expression of the human *MYCN* mRNA (Supplementary Figure 4e), as assessed by reverse transcription-qPCR.

No chromosomal deletions and only few focal deletions were observed in the tumors from heterozygous LSL-*MYCN;Dbh-iCre* mice. The region on murine chromosome 8 that was lost in two murine tumors, which is syntenic to human chromosome 4, does not harbor any annotated genes (data not shown). Each of the remaining focal losses were only observed in one tumor, and are not syntenic to regions often lost in human neuroblastomas. From these data, it appears that chromosomal and focal losses observed in human neuroblastomas are less well represented in the LSL-*MYCN;Dbh-iCre* mouse model. Nevertheless, the spectrum of chromosomal aberrations in these *MYCN*-driven murine tumors recapitulates many of the observed chromosomal imbalances observed in human neuroblastomas.

### Murine *MYCN*-driven neuroblastoma transcriptomes show patterns of canonical MYC-related mRNA and microRNA (miRNA) signatures

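RNA from 8 LSL-MYCN;Dbh-iCre tumors was profiled on Affymetrix mouse whole-genome arrays, with 1 array per tumor. Tumors 1 to 6 came from the adrenal, and tumors 7 and 8 from the superior cervical ganglion, a sympathetic ganglion of the neck. Arrays of normal adrenals, of ALK-driven tumors and of TH-MYCN tumors were not analysed here. Levels are therefore described among the tumors, without fold changes against normal tissue. The authors deposited log2 values for the probe sets of each array. The submitters' processing notes name RMA and Partek 6.6, whereas the Methods name gcRMA, and which of them made these values remained unsettled. Values ran from 3.00 to 15.27, and the upper quartiles of the 8 arrays lay between 8.85 and 8.93. No further normalization was applied. In the platform annotation, 34958 probe sets had 1 gene, 932 had several and 9211 were unnamed. Each gene was represented by its probe set with the highest mean over the tumors, which gave 18194 genes. Of these, 16254 lay above log2 5, the limit of the Methods, in at least 2 tumors. The background of each array was read from 86 probe sets of olfactory, vomeronasal and taste receptor genes, which are silent outside sensory tissue. A probe set above their 95th percentile, which was 6.71 to 7.21 in the 8 arrays, was called detected. This held for 43.1% to 51.7% of probe sets per tumor. In tumor 1 the 3′ probe set of Gapdh lay 5.51 above the 5′ one, against 0.47 to 1.57 in the other tumors, a measure of RNA integrity. The number of arrays limits the precision. The sources used here do not say that each tumor came from a separate mouse, so p-values of comparisons between tumors measure the spread between these tumors. P-values from random gene lists or from permuted genes set a list or chromosome against other genes. They do not measure the spread between tumors. The gene lists, tests and detection limit used at the paper's claims were fixed before the data were examined, at a time when Supplementary Tables 2 and 3 had been read.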

The consequences of *MYCN* overexpression on downstream gene expression were analyzed using transcriptional profiles obtained from normal murine adrenal gland and tumors from LSL-*MYCN*;Dbh-iCre mice. Unsupervised hierarchical clustering using the 1% of genes with the highest standard deviation in expression across all samples revealed distinct clustering of normal adrenal medulla and *MYCN*-driven tumors (Supplementary Figure 5). 

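Among genes expressed in at least 2 tumors, the X-linked Xist (SD 3.52) and the Y-linked Eif2s3y (SD 3.04) varied most over the 8 tumors. Ddc, the enzyme that makes dopamine, was 7.38 in tumor 7 and 13.66 to 14.25 in the other tumors. The liver genes Cyp2e1 and Apoa2 were 13.34 and 13.40 in tumor 6, against at most 8.48 and 7.37 elsewhere. Hoxc8, a gene of trunk position along the body axis, ranged from 4.45 in tumor 8 to 10.10 in tumor 3. All 6 belong to the 15 genes with the highest SD in this ranking. Genes expressed in 1 tumor alone were not ranked. Such a gene is the liver gene Cyp3a11, chosen after its values were seen. It was 13.31 in tumor 6 and at most 4.76 in the others. Over the 163 genes that make up the 1% with the highest SD among the tumors, the adrenal tumors correlated with one another at a mean r of 0.674 and with the ganglion tumors at 0.397 (exact permutation p = 0.18). Tumor 7 reached r = -0.247 to 0.227 with the others. Adrenal tumor 6 also stood apart, at r = 0.320 to 0.486 with the other adrenal tumors. Tumor 8, from the superior cervical ganglion like tumor 7, had its highest r with adrenal tumor 4 (0.844). Over all 16254 genes the mean r was 0.970 within the adrenal and 0.957 between the sites. This difference of 0.0138 did not pass an exact permutation test of the site labels over 28 splits (two-sided p = 0.25, smallest possible p 0.036). It turned to -0.0078 without tumor 7, which leaves 1 ganglion tumor and too few splits for the test to pass. These correlations are across genes, which are not independent replicates.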

Interestingly, a similar hierarchical clustering approach revealed that tumors from LSL-*MYCN*;Dbh-iCre mice are very similar to tumors from the well-established TH-*MYCN* mouse model,^6^ both at the level of mRNA and miRNA expression (Supplementary Figures 6a and b). Consistent with the role of *MYCN* as a transcriptional activator, there was a predominance of upregulated over downregulated genes: 2315 genes, represented by 3680 probe sets, were significantly upregulated, whereas 1190 genes, represented by 1726 probe sets, were significantly downregulated (false discovery rate <0.05; Supplementary Table 2). 

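The tumors carried the transcripts that lead the upregulated part of Supplementary Table 2. In most tumors, the transcripts that lead the downregulated part lay within the receptor-based background. The first 15 upregulated symbols were detected in all 8 tumors. Nefm, a neurofilament gene, was 14.56 ± 0.38 (SD, n = 8 tumors), the neuronal RNA-binding gene Elavl2 was 13.64 ± 0.16 and the transcription factor Sox11 was 12.25 ± 0.41. Nxf3 was 11.37 ± 0.79, and Dcx, a microtubule gene of migrating neurons, was 11.88 ± 0.58. Bmpr1b was 12.35 ± 0.64 in 7 tumors and 7.14 in tumor 7. Of the first 15 downregulated symbols, 13 were named here, and none of these was detected in all tumors, whereas 9 of the 13 lay above the log2 5 limit of the Methods in all 8. With the receptor-based limit, Akr1d1, Akr1cl, Hao2, Mrap, Ecrg4 and Mc2r were detected in no tumor. The other 7 were detected in 1 or 2 tumors, mostly in tumor 6. Hsd3b1, an enzyme of steroid synthesis, was 9.41 in tumor 6 and was detected in no other tumor, and Cyp11a1, which starts steroid synthesis from cholesterol, was 7.59 there. Adh1 was 11.61 in tumor 6, the tumor with high liver transcripts. The copy of the table used here held the first 1997 of the paper's 3680 upregulated probe sets and all 1726 downregulated ones, so no set test was run. Of the 1997, 1684 (84.3%) were detected in all 8 tumors and 7 in none. Of the 1726, 400 (23.2%) were detected in all and 597 (34.6%) in none, against 38.9% and 42.7% over all probe sets with the same receptor-based limit. With the log2 5 limit, 1330 of the 1726 (77.1%) were detected in all and 106 in none, and 1969 of the 1997 (98.6%) in all, so these shares depend on the limit. The lower quartiles of the 8 arrays lay between 5.26 and 5.39. Most probe sets of every array thus pass log2 5, and passing it says little about expression. The study chose both parts on these tumors, so the shares are not independent evidence of their direction.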

The differential expression profiles of regulated transcripts were functionally annotated using Gene Set Enrichment Analysis (GSEA),^11^ which seeks to estimate the significance of overrepresentation of an independently defined set of genes in gene expression data sets. 

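Genes induced by MYC, many of them of ribosome assembly and protein folding, were expressed broadly in the 8 tumors. Of a list of 58 such genes, 55 were measured and 51 were detected in all tumors. Npm1, a nucleolar chaperone, was 13.67 ± 0.15 (SD, n = 8 tumors), and the mitochondrial chaperone genes Hspd1 and Hspe1 were 13.13 ± 0.34 and 12.57 ± 0.32. Map3k6, Cbx3, Dusp2 and Slc29a2 were detected in only 2 or 3 tumors. The list mean, with each gene centred over the tumors, was 0.61 on the log2 scale in tumor 7 and -0.26 to 0.06 in the others, and 41 of the 55 genes were highest in tumor 7. Srm, the spermidine synthase gene, was 13.22 in tumor 7 and 11.83 ± 0.20 in the other 7 tumors. The SD of the list mean over tumors was 0.264, against a median of 0.058 for 10000 random lists matched on expression. The resampling p was 1e-04, the smallest these lists can give, and 0.00033 after Benjamini-Hochberg adjustment over 30 gene lists. Without tumor 7 the SD was 0.101 (adjusted p = 0.0056).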

LSL-*MYCN*;Dbh-iCre tumors were characterized by a strong association with MYC-upregulated target genes, whereas MYC-downregulated target genes were enriched in the normal adrenal glands (Figure 5a). In addition, a large number of DNA replication-related gene sets were statistically enriched among genes upregulated in LSL-*MYCN*;Dbh-iCre tumors (Figures 5a and b(I)). Furthermore, upregulation of a gene set representing genes repressed during neuronal differentiation is in line with the undifferentiated phenotype of LSL-*MYCN*;Dbh-iCre tumors (Figures 5a and b(II)). 

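All 45 measured genes of DNA replication and all 29 of mitosis were detected in every tumor. Among them, Pcna, the sliding clamp of DNA polymerase, was 13.01 ± 0.36 (SD, n = 8 tumors), and Mcm7, a subunit of the replicative helicase, was 12.97 ± 0.39. Orc1, of the origin recognition complex, had the lowest mean of the replication list (7.45 ± 0.18). The mitosis genes Cdc20 and Mki67 were 12.30 ± 0.33 and 12.63 ± 0.48, and Aurka, the kinase gene, was 9.67 ± 0.42. E2f1, a transcription factor of S-phase entry, was 9.32 ± 0.28. The replication list mean, centred per gene, ran from -0.38 in tumor 5 to 0.29 in tumor 3, and that of mitosis from -0.48 in tumor 2 to 0.57 in tumor 3. In tumor 3, 25 of the 29 mitosis genes had their highest level. The SDs of these means, 0.243 and 0.332, exceeded those of random lists, whose medians were 0.063 and 0.074 (adjusted p = 0.00033 for each). With the 99th percentile of the receptor probe sets as the limit, Orc1 was not detected in every tumor.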

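The tumors expressed genes of sympathetic neuroblasts and of growing neurons side by side. Of 19 measured genes of noradrenergic neuroblast identity, 16 were detected in all tumors. The transcription factor genes Isl1 and Hand2 were 13.80 ± 0.17 and 13.39 ± 0.34 (SD, n = 8 tumors). Of 25 genes of sympathetic neuron maturation, 23 were detected in all tumors, such as Stmn2 at 14.28 ± 0.42, whereas the neurotrophin receptor gene Ntrk3 and the acetylcholine receptor gene Chrnb4 were not. Of 14 chromaffin cell genes, 12 were detected in all tumors, with Chga at 11.64 ± 0.62, and Penk and Pcsk1 in none. These counts depend on the limit: at log2 5, all 19 noradrenergic, 25 neuron maturation and 14 chromaffin genes were detected in all tumors. Pnmt, which makes epinephrine, was 8.67 ± 0.17. Tumor 7 was set apart in the noradrenergic genes: the list mean, centred per gene, was -2.31 there and 0.20 to 0.50 in the other tumors, and 15 of the 19 genes had their lowest level in it. Gata3, a transcription factor of sympathetic development, was 5.22 in tumor 7 and 11.47 ± 0.26 in the other 7 tumors. The SD of this list mean over tumors was 0.939, against a median of 0.083 for random lists (adjusted p = 0.00033), and 0.114 without tumor 7 (adjusted p = 0.044). For the neuron maturation list it was 0.112 against 0.070, which did not pass (adjusted p = 0.20), although its genes went both ways in tumor 7, with 10 of 25 lowest and 6 highest there, and for the chromaffin list 0.353 (adjusted p = 0.0013).

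**Figure D1:**
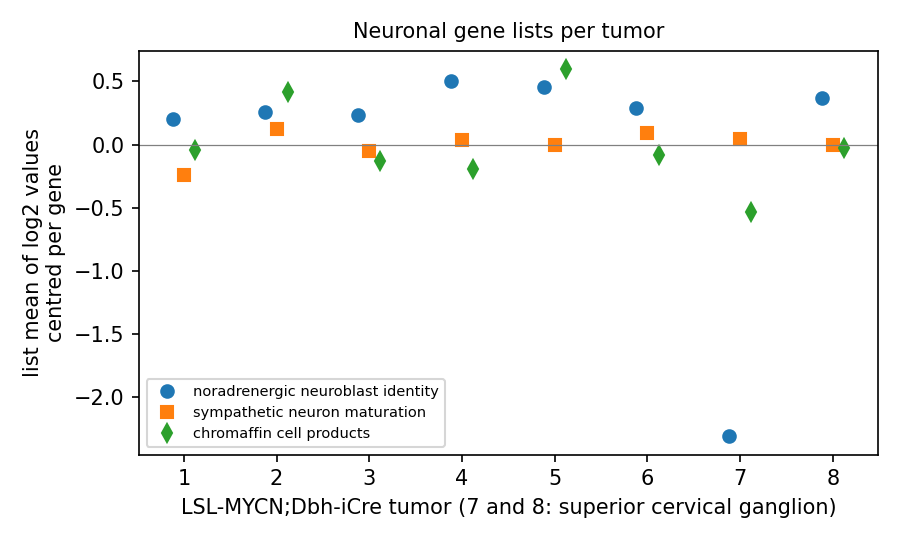
Mean level of 3 gene lists in each of the 8 tumors, on the log2 scale with every gene centred over the tumors; color and shape mark the list, and tumors 7 and 8 are from the superior cervical ganglion. Tumor 7 lies at -2.31 for noradrenergic neuroblast identity, below the 0.20 to 0.50 of the others. Its mean for sympathetic neuron maturation averages genes that moved in both directions.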

Finally, one of the most strongly enriched gene sets among genes upregulated in the *MYCN*-driven tumors is the WHITEFORD_PEDIATRIC_ CANCER_MARKERS gene set, consisting of differentially expressed genes in a panel of xenografts representing eight common pediatric tumors (neuroblastoma, rhabdomyosarcoma, Ewing sarcoma, acute lymphoblastic leukemia, Wilms' tumor, osteosarcoma, medulloblastoma and ependymona), compared with normal tissues^12^ (Figure 5a). This pediatric cancer phenotype is also apparent when comparing a LSL-*MYCN*;Dbh-iCre signature in 967 cancer cell lines from Cancer Cell Line Encyclopedia,^13^ representing more than 20 tumor entities. The LSL-*MYCN*;Dbh-iCre signature, composed of the top 100 most differentially up- and downregulated genes in LSL-*MYCN*;Dbh-iCre tumors compared with normal adrenal gland, is significantly higher in neuroblastoma cell lines than in any other cancer cell line (Kruskal–Wallis rank sum test, *P*<0.001; Figure 5c). To specifically evaluate the magnitude of *MYCN* activity on transcriptional profiles both at mRNA and miRNA level, a *MYCN* signature score^14^ was calculated for all samples. As an additional reference, profiles from neuroblastoma tumors arising from targeted overexpression of mutated *ALK*^15^ were included. The *MYCN* signature score was significantly higher in *MYCN*-driven tumors than in the *ALK*^*F1174L*^-driven tumors and normal murine adrenals, demonstrating that *MYCN* is strongly activated in the tumors arising in transgenic mice with targeted *MYCN* expression (Figures 5d(I), Supplementary Figure 7a and Supplementary Table 3). 

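The MYCN signature score was similar in 7 of the 8 tumors and higher in tumor 7. The score was taken as the mean within-array rank of the Supplementary Table 3 genes, in percent of the genes ranked, because the paper's text does not give the formula. Of the 50 genes, 45 were measured, and 44 of these were detected in all tumors. The score was 71.1, 71.0, 70.4, 71.4, 70.0 and 71.2 in adrenal tumors 1 to 6. It was 79.7 in tumor 7 and 69.7 in tumor 8, both from the superior cervical ganglion. Suv39h2, a histone methyltransferase gene, has the highest value of the paper's table and was 8.30 ± 0.46 (SD, n = 8 tumors). The table's other leading genes Fjx1, Nt5dc2, Cdca4 and Mthfd2 were 8.10 ± 0.34, 9.96 ± 0.22, 11.10 ± 0.36 and 11.43 ± 0.34. Of the genes with the lowest values of the table, Fasn, the fatty acid synthase gene, was 11.99 ± 0.27. Hk2, a hexokinase of glycolysis, was 9.12 ± 0.86, Ldhb 9.49 ± 1.55, Trap1 9.35 ± 0.33 and 1700017B05Rik 7.52 ± 0.22. The SD of the score over the tumors was 3.24, against a median of 0.716 for 10000 random lists matched on expression (permutation of genes, p = 1e-04, the smallest they can give). Without tumor 7 it was 0.664 (permutation p = 0.42). Genes with positive and with negative table values entered the score alike. Arrays of the ALK-driven tumors and normal adrenals were not analysed here. From the higher score in MYCN-driven tumors than in both of these, the paper concludes that MYCN is strongly activated in tumors of mice with targeted MYCN expression.

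**Figure D2:**
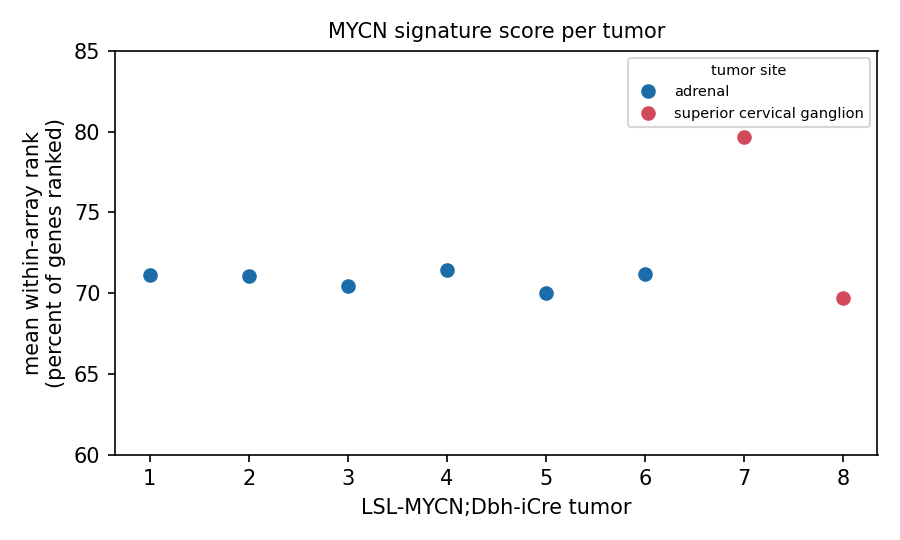
MYCN signature score of each of the 8 tumors, as mean within-array rank in percent of the genes ranked; each point is 1 tumor, colored by site, and the vertical axis does not start at 0. Tumor 7 lies at 79.7 and the other tumors between 69.7 and 71.4.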

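Cad, which encodes an enzyme of pyrimidine synthesis, was 9.88 ± 0.41 (SD, n = 8 tumors). Cdk4, a kinase of the G1 phase, was 11.33 ± 0.21, and Odc1, the ornithine decarboxylase of polyamine synthesis, was 12.60 ± 0.32. All 3 were detected in every tumor, and Cad and Odc1 were highest in tumor 7, at 10.64 and 13.26. Cdk4 was instead lowest in tumor 7, at 11.12, nearly level with tumor 2, also at 11.12. Dkk3, a secreted WNT modulator, was close to background, with detection in 4 tumors; it was 8.89 in tumor 7 and 6.87 ± 0.27 in the other 7. Rgs5, a marker of pericytes, was detected in every tumor at 10.72 ± 0.32. It was lowest in tumor 5 (10.07), the tumor with the lowest fibroblast and pericyte list mean (-1.06). Probe sets of 1 gene disagreed in part: a further Cad probe set was detected in no tumor (5.31 ± 0.15), a further Dkk3 probe set was detected only in tumor 7, and a further Rgs5 probe set in only 2 tumors.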

Known human MYCN-upregulated (*Cad*, *Cdk4*, *Odc1*) and MYCN-downregulated (*Dkk3*, *Rgs5*) target genes were also significantly regulated in LSL-*MYCN*;Dbh-iCre tumors compared with normal adrenals from wild-type mice (Supplementary Figure 7b). The miRNA expression profiles obtained from normal murine adrenal gland and both MYCN- and *ALK*^*F1174L*^-driven neuroblastomas showed similar *MYCN*-driven patterns (Figure 5d (II), Supplementary Figure 8 and Supplementary Table 4). Of the 380 expressed miRNAs that were measured on the platform, 26 miRNAs were upregulated and 38 miRNAs were downregulated in LSL-*MYCN;Dbh-iCre* tumors compared with normal murine adrenal gland (Supplementary Table 5). Several miRNAs from the MYCN-induced miR-17–92 cluster (miR-17-5p, miR-18-5p, miR-20a-5p and miR-92a-3p) were significantly upregulated in LSL-*MYCN*;Dbh-iCre tumors compared with normal adrenals from wild-type mice (Supplementary Figure 8b). The conformity with human neuroblastoma is further supported by the observation that genes, differentially expressed between high- and low-risk human neuroblastomas, either without or with inclusion of *MYCN*-amplified tumors, are more significantly altered in LSL-*MYCN*;Dbh-iCre tumors compared with normal adrenals from wild-type mice (Kolmogorov–Shmirnov test, *P*<0.001; Figure 5e). In summary, these observations support the relevance of our new *MYCN*-driven mouse model for the study of human neuroblastoma.

### The mNB-A1 cell line, explanted from LSL-*MYCN*;Dbh-iCre tumors, reflects characteristics of its origin

*In vitro* cultured cells derived from a tumor of a LSL-*MYCN*;Dbh-iCre mouse presented neuronal structures resembling human neuroblastoma cells (Figure 6a). The presence of both MYCN and the Dbh-iCre transgene as well as Cre-mediated recombination in tumor-derived mNB-A1 cells was validated (Figures 6b and c). Furthermore, mNB-A1 cells were positive for luciferase expression as revealed by bioluminescence imaging (Figure 6d) and expressed MYCN mRNA and protein levels similar to LSL-*MYCN*;Dbh-iCre tumors (Figures 6e and f). To monitor their tumorigenic potential *in vivo*, mNB-A1 cells were inoculated into nude mice (Figure 6g). Bioluminescence imaging revealed that tumors from mNB-A1 cells maintained their luciferase activity (Figure 6h), and that luciferase imaging could be used to follow these tumors *in vivo*. Analysis of re-grafted tumors in nude mice revealed a strong correlation of tumor size with activity detected by luciferase imaging (Supplementary Figure 9).

Treatment of cultured mNB-A1 cells with JQ1, a pharmacological inhibitor with a high target potency against BET bromodomain proteins,^16^ significantly reduced cell viability (Figure 7a). Although MYCN expression in mNB-A1 cells remained unaltered by treatment with either JQ1 or the dimethyl sulfoxide (DMSO) control (Figure 7b), transcriptomic data closely mimic the observed transcriptional changes after JQ1 treatment of neuroblastoma cell lines^16^ (Figure 7e). Furthermore, a strong reduction in MYCN signatures was observed, confirming the effect of JQ1 treatment on MYCN transcriptional programs (Figure 7f and Supplementary figure 10). Treatment with MLN8237, a pharmacological inhibitor that decreases MYCN protein levels by abolishing autophosphorylation of Aurora A,^17^ also significantly reduced cell viability (Figure 7c) and MYCN expression (Figure 7d). Gene expression profiles of mNB-A1 cells after MLN8237 treatment show similarities with the transcriptional changes observed after JQ1 treatment of human neuroblastoma cell lines^16^ (Figure 7e), and closer similarities to mNB-A1 cells treated with JQ1 (Figure 7f and Supplementary Figure 10). These data support a MYCN transcriptional program repression resulting from both MLN8237 or JQ1 treatment, although slight differences are observed, which is to be expected for treatment with compounds having a different mode of action. We conclude that cells derived from tumors of LSL-*MYCN*;Dbh-iCre mice retained their malignant capacity upon transplantation, and that growth remains depended on *MYCN* function, indicating oncogene addiction.

### JQ1 treatment induces apoptosis and decreases proliferation of re-grafted tumors from LSL-*MYCN*;Dbh-iCre tumors

We next aimed to analyze whether JQ1 treatment also affects tumors from LSL-*MYCN*;Dbh-iCre mice *in vivo*. For that purpose, nude mice harboring re-grafted tumors from LSL-*MYCN*;Dbh-iCre mice were treated with JQ1. Western blotting of fresh-frozen re-grafted tumor lysates showed that JQ1 treatment did not suppress MYCN or Brd4 protein expression in the tumors (Figure 7g), but clearly downregulated E2f1 protein expression. Immunhistochemical analysis of the tumors revealed that JQ1 treatment also significantly decreased Mib-1 (Ki-67) expression, as an indicator of cell proliferation, and increased the level of cleaved caspase 3, indicating the induction of apoptosis (Figures 7h and i). Taken together, the effects of JQ1 treatment *in vitro* were recapitulated *in vivo*.

## Discussion

Although treatment advances in many pediatric cancer types have resulted in increased survival of affected patients, the prognosis for advanced stage neuroblastoma remains poor, especially after tumor relapse.^18^ Preclinical models to better understand the molecular features of aggressive neuroblastoma and that can be used to evaluate novel therapies are urgently needed. Here, we present a novel conditional *MYCN*-driven mouse model that resembles human neuroblastoma. Using Cre expression driven by the *Dbh* promotor, which is active specifically in noradrenergic neurons of the peripheral and central nervous system,^19^ we restricted transgenic *MYCN* expression to the presumed tissue of neuroblastoma origin. Double-transgenic LSL-*MYCN*;Dbh-iCre mice developed tumors with a high incidence and regardless of strain background, thus overcoming one of the major limitations of existing models. Bioluminescence imaging identified tumors recapitulating human neuroblastoma localization and histology. LSL-*MYCN*;Dbh-iCre tumors also mimicked molecular marker expression and reflected chromosomal aberrations of human neuroblastomas. Interestingly, the most common genomic aberrations in human neuroblastomas, including gain of chromosome 17q, were also observed in tumors from LSL-*MYCN*;Dbh-iCre transgenic mice. Therefore, this mouse model offers the possibility for cross-species genomic analyses toward identifying the presumed oncogenic drivers on human chromosome 17q. In addition to a gain of the region of mouse chromosome 11, which is syntenic to human chromosome 17q, several other recurrent aberrations were observed that resemble aberrations observed in human neuroblastomas. Interestingly, chromosomal gains of human neuroblastomas are better recapitulated in our model than respective deletions. Specifically, loss of 1p36, a region frequently deleted in human *MYCN*-amplified neuroblastomas, was not recapitulated in our model. Our findings are in line with previous findings in the TH-*MYCN* neuroblastoma mouse model.^20,21^ Of note, numerical or partial gain of mouse chromosome 11 resembling human chromosome 17q gain and amplification of the *MYCN* transgene was observed in both *MYCN*-driven mouse neuroblastoma models. In addition, gain of mouse chromosome 3 has been observed in all analyzed neuroblastoma mouse models to date.^15,20, 21, 22^ Taken together, LSL-*MYCN*;Dbh-iCre mice develop neuroblastic tumors that share histological features and genomic alterations of human neuroblastomas.

Compared with the existing *MYCN*-driven mouse model of neuroblastoma, which expresses a human *MYCN* cDNA under the control of a rat tyrosine hydroxylase promoter,^6^ the novel LSL-*MYCN*;Dbh-iCre bears several advantages. First, transgene integration is better defined in LSL-*MYCN*;Dbh-iCre mice. The *ROSA26* locus is commonly used for the generation of genetically engineered knock-in mice, because it is ubiquitously expressed and a discontinuation of that locus causes no known phenotypic effect in mice.^23,24^ In contrast, it is not known whether transgene integration into the distal region of chromosome 18, reported for the *TH-MYCN* mice, also causes positional effects that could possibly have an impact on tumorigenesis.^21^ Second, tumors developing in *TH-MYCN* mice are limited to abdominal ganglion structures,^6^ whereas LSL-*MYCN*;Dbh-iCre tumors develop predominantly from both adrenals, but also develop from the celiac and superior cervical ganglia, thus covering all locations in which human neuroblastomas arise. Third, *TH-MYCN* tumor penetrance is only high in a genetically near pure 129 × 1/SvJ strain background, probably due to differential expression of specific modifiers.^25^ This hampers the combination with other transgenic mouse strains modifying neuroblastomagenesis, as they need to be backcrossed genetically to achieve the same tumor incidence. By contrast, the LSL-*MYCN*;Dbh-iCre model also develops tumors in other mouse strain backgrounds, such as C57Bl/6N, at a high frequency. Taken together, the novel LSL-*MYCN*;Dbh-iCre neuroblastoma mouse model overcomes the limitations of the only existing *MYCN*-driven neuroblastoma model, *TH-MYCN*.

Beyond the advantages discussed above, the new LSL-*MYCN*;Dbh-iCre is strikingly similar to the widely used TH-*MYCN* mouse model in regard to the occurrence of chromosomal alterations, mRNA and miRNA expression profiles. Therefore, subsequent experiments with the LSL-*MYCN*;Dbh-iCre mouse model can easily build on the many excellent results obtained with the TH-*MYCN* mouse model in the previous years. The LSL-*MYCN*;Dbh-iCre model also represents an excellent tool to evaluate new targeted therapies *in vivo*. However, the LSL-*MYCN*;Dbh-iCre mouse model can only be used to analyze those factors or compounds that regulate or interfere with the MYCN protein itself or MYCN downstream signaling. Regulators of *MYCN* transcription or interactors with the *MYCN* mRNA, such as miRNAs targeting the *MYCN* 3′-untranslated region, cannot be analyzed in this model, as the *MYCN* cDNA that is ectopically expressed lacks any regulatory untranslated regions. A mouse model in which neuroblastomas are driven by overexpressed endogenous *Mycn*, such as the LSL-*Lin28b*;Dbh-iCre mouse model,^22^ is more appropriate for the latter analyses.

We have used the LSL-*MYCN*;Dbh-iCre mouse cell line to evaluate two drugs, MLN8327 and JQ1, which are known to target MYCN. MLN8327 destabilizes the MYCN oncoprotein by inhibiting the interaction between MYCN and AURKA. We confirmed that MLN8327 treatment downregulates MYCN protein in our model cell line, leading to a strong reduction in cell viability and a decrease in the MYCN activity score. First, this confirms that cells derived from tumors arising in the LSL-*MYCN*;Dbh-iCre mice exhibit oncogene addiction to MYCN. Second, our results support and extend the preclinical evidence indicating MLN8327 as a promising targeted therapeutic agent to treat *MYCN*-amplified neuroblastoma. The mode of JQ1 action includes the downregulation of *MYC(N)* mRNA transcription and, thereby, MYCN protein expression. As MYCN is ectopically expressed in our model system, a downregulation of MYCN expression after BRD4 inhibition is not necessarily expected. In line with this, we observed no change in MYCN expression after JQ1 treatment. Alternative mechanisms that could explain why JQ1 treatment still reduces cell viability in our model system include either MYCN-independent effects of JQ1 or the interference of JQ1 with MYCN-driven transcription rather than with transcription of the *MYCN* gene itself. The significant decrease of the MYCN activity score, which we observed following JQ1 treatment, implicates the latter effect, at least in combination with MYCN-independent effects of JQ1. *P*-TEFb has been previously demonstrated to be a factor required for MYC-driven transcription.^26,27^ Therefore, *P*-TEFb is most likely also required for MYCN-driven transcription as well. As BRD4 is an important factor for *P*-TEFb recruitment,^28^ we hypothesize that inhibiting Brd4 by JQ1 impairs recruitment of *P*-TEFb, and thereby attenuates MYC(N)-driven transcription. Although not in the focus and beyond the scope of this manuscript, this hypothesis should be taken into account and explored where it has weight for explaining JQ1 treatment results in future experiments attempting to finely assess the mode of action and side effects of JQ1. These should also help delineate the mechanism by which JQ1 decreases the MYCN signature score without downregulating MYCN protein levels.

A prerequisite for using LSL-*MYCN*;Dbh-iCre mice in preclinical research is assessing the dynamics of tumor development and a sufficient treatment window. With the dynamics of tumor development that we observed in LSL-*MYCN*;Dbh-iCre mice, the acceleration or delay of tumor development as well as an increase or decrease in tumor incidence could be used as measurable end points of experimental manipulation, including the introduction of further genetic alterations. A treatment window must be defined to use the LSL-*MYCN*;Dbh-iCre mice for preclinical analysis of potential therapeutic compounds or therapeutic strategies. The treatment window is the time from tumor detection to the time the mouse succumbs to disease or must be killed due to tumor burden. Our ultrasonography experiments clearly indicate the presence of a sufficient treatment window in the LSL-*MYCN*;Dbh-iCre mouse model (Figure 2e), although the number of mice analyzed was too low to exactly define the boundaries of the treatment window. Exact delineation of the treatment window for the same animal model will also vary between studies, as it depends on the techniques used to detect and follow the tumor (palpation, luciferase, ultrasonography or nuclear resonance imaging), the end points used in the study (hyperplasia versus an established tumor) and the time at which a mouse must be killed due to tumor burden (ethical considerations and varying national animal protection regulations).

As genetic features of human neuroblastomas are preserved in LSL-*MYCN*;Dbh-iCre-induced tumors, positional approaches might help to identify other crucial driver genes in neuroblastoma development. Thus, a plethora of options is already available to uncover the full potential of LSL-*MYCN*;Dbh-iCre transgenic mice in terms of neuroblastoma genetics and future therapeutics, and we expect the LSL-*MYCN*;Dbh-iCre mouse model to be a valuable tool for the neuroblastoma research community. In fact, the LSL-*MYCN* mouse line has already been transferred to several laboratories, and is available on request to the research community. To prepare for a future expansion of requests, sperm and frozen embryos are being conserved to allow easier transfer, and the mouse line will be submitted to one of the available public repositories, such as the European Mouse Mutant Archive. As *MYC(N)* is a key driver of tumorigenesis not only in neuroblastoma, combination the conditional LSL-*MYCN* mouse with other cre-transgenic models bear the potential to also model tumorigenesis of other human malignancies.

## Materials and methods

### Generation of LSL-*MYCN* mice and tumor detection

Human *MYCN* (Ensembl gene ID: ENSG00000134323) was cloned downstream of a chicken actin gene (*CAG*) promoter followed by *loxP*-flanked strong transcriptional termination site (LSL). The transgene was placed upstream of an internal ribosome entry site (IRES) and a second open reading frame coding for the luciferase gene (Fluc) in a proprietary plasmid (Taconic-Artemis, Cologne, Germany). The CAG-LSL-*MYCN*-IRES-Fluc vector (LSL-*MYCN*) was introduced into the *ROSA26* locus of B6S6F1 embryonic stem cells by recombinase-mediated cassette exchange (Figure 1a). Recombinant clones were isolated, validated by Southern blotting and mice were generated by injection into tetraploid blastocysts. LSL-*MYCN* mice were crossbred with Dbh-iCre mice.^19^ Genotyping and confirmation of Cre-mediated recombination were performed as previously described.^15^ Primer sequences are provided in Supplementary Table 1. Abdominal tumors were detected by weekly palpation, and confirmed by high-frequency ultrasonography using a Vevo2010 device (Visualsonics, Toronto, ON, Canada) and/or by *in vivo* luciferase imaging.^15^ Time to tumor detection was displayed as tumor-free survival in Kaplan–Meier analysis. Growth curves for tumors were obtained by volume measurement using high-frequency ultrasonography.

### Gene expression analysis

The RNeasy Micro Kit (Qiagen, Hilden, Germany) was used to isolate total mRNA from cells or tissue, and cDNA was generated by SuperScript II Reverse Transcriptase (Invitrogen, Darmstadt, Germany). qPCR was performed using the TaqMan Fast Advanced Master Mix (Applied Biosystems, Darmstadt, Germany) and the StepOnePlus Real-Time PCR System (Applied Biosystems) according to the manufacturer's instructions. *Cad1*, *MYCN*, *Dbh*, *Th* and *Phox2b* mRNA expression levels were normalized to endogenous *Gapdh* and calculated using the dd-Ct method using Biogazelle software (Biogazelle, Ghent, Belgium) as previously described.^29^

### Western blot analysis

Cells or small tissue slices were lysed on ice in RIPA buffer (50 mM HEPES, 10 mM NaCl_2_, 1% NP-40, 0.1% SDS and 1% Triton X-100) supplemented with cOmplete Protease Inhibitor Cocktail Tablets and PhosSTOP Phosphatase Inhibitor Cocktail Tablets (Roche, Mannheim, Germany) and 30 μg of the resulting proteins were separated on 10% SDS-PAGE then transferred to Amersham Hybond-C Extra (GE Healthcare, Solingen, Germany) membranes. Membranes were blocked in 5% milk powder in TBS-T_0.1_ then incubated with primary antibodies against Brd4 (1:200; #sc48772; Santa Cruz, Heidelberg, Germany), E2f1 (1:1000; #AF4825; R&D Systems, Minneapolis, MN, USA) or MYCN (1:1000; #9405; Cell Signaling, Frankfurt am Main, Germany) and Actin (1:2,000; #A3853; Sigma-Aldrich, Taufkirchen, Germany) or Gapdh (1:2000; #MAB374; Millipore, Darmstadt, Germany) as a loading control. After washing twice with TBS-T_0.1_, membranes were incubated 1h at room temperature with horseradish peroxidase-conjugated secondary antibodies against mouse IgG (1:2000; #NA9310V; GE Healthcare), rabbit-IgG (1:2000; #NA9340V; GE Healthcare) or sheep IgG (1:2000; #HAF016; R&D Systems). Protein detection and visualization were performed as described previously.^30^

### Immunhistochemistry and electron microscopy

Briefly, 3-μm-thick sections of formalin-fixed paraffin-embedded tumors and adrenals were deparaffinized, and antigen retrieval was performed by boiling the section in citrate buffer at pH 6 or EDTA at pH 9 for 20 min. Staining was performed as previously described^31^ using anti-cleaved caspase 3 (#9661, Cell Signaling, 1:200), anti-tyrosine hydroxylase (ab76442; Abcam; 1:200), anti-Ki-67/Mib-1 (RM-9106, Dako Deutschland GmbH, Hamburg, Germany, 1:25) and anti-Ncam1 (ab6123; Abcam, Cambridge, UK; 1:500) as primary antibodies. Corresponding secondary antibody detection kits for reduced background in murine tissues were used (Histofine Simple Stain Mouse MAX PO, Medac, Hamburg, Germany), and antibody complexes were visualized using an automated stainer (LabVision Autostainer 480S, Thermo Scientific, Langenselbold, Germany). All slides were scanned with a Pannoramic 250 slide scanner (3D Histech.com Budapest, Hungary, Electron microscopy was performed as previously described.^32^

### Array comparative genome hybridization (arrayCGH)

DNA was isolated using the DNeasy Blood & Tissue Kit (Qiagen) according to the manufacturer's instructions. ArrayCGH was performed using a 180K (AMADID 027411) mouse whole-genome arrays (*n*=13; Agilent Technologies Santa Clara, CA, USA. Random primed labeling (BioPrime ArrayCGH Genomic Labeling System, Invitrogen) was used to label 400 ng of tumor DNA and matched control DNA with Cy3 and Cy5 dyes (Perkin Elmer, Waltham, MA, USA, respectively. Hybridization and washing were performed according to the manufacturer's instructions (Agilent Technologies). Fluorescence intensities were measured on an Agilent scanner (G2505C, Agilent Technologies). Data were extracted using the Feature Extraction v10.1.1.1 software program (Agilent Technologies), and further processed with arrayCGHbase (http://medgen.ugent.be/arraycghbase). Gains and losses were determined using the circular binary segmentation algorithm.^33,34^

### mRNA expression profiling

Primary murine tumors, normal murine adrenals and treated mNB-A1 cells were profiled on Affymetrix Murine 430 version 2 oligonucleotide microarrays according to the manufacturer's protocol. Microarray profiling results for eight LSL-*MYCN*;Dbh-iCre tumors have been deposited at the Gene Expression Omnibus under accession number GSE51297. Microarray profiling results for mNB-A1 cells have been deposited at Gene Expression Omnibus under accession number GSE57810. Profiles for three non-malignant adrenals from wild-type mice were used as controls. These profiles have been previously described by Molenaar *et al.*^22^ Profiles were compared with mRNA profiles of tumors from ALK-transgenic and TH-MYCN mice that have been published previously.^15^ Microarray.CEL files were normalized and summarized to gene levels using the Bioconductor repository of the R statistical language to do gcRMA normalization.^35^ Probes with a log2 expression of <5 in <11 of the 14 samples were considered not expressed and filtered out. Only the probe with the highest average expression over all samples was retained for each gene.

### miRNA expression profiling

Murine mature miRNA expression levels were quantified using the stem-loop reverse transcription-qPCR platform (Life Technology, Darmstadt, Germany). Briefly, 60 ng of total RNA was reverse transcribed using the rodent stem-loop RT Megaplex primer pools A and B (v2.0) followed by a 12-cycle pre-amplification according to the manufacturer's instructions. Pre-amplified cDNA was diluted and quantified using miRNA-specific Taqman assays (Life Technology) in a 3.5-μl qPCR reaction containing 1.5 μl of Taqman assay (1/17 dilution of 20X solution), 1.75 μl Taqman gene expression master mix, 0.02 μl of cDNA and 0.23 μl of water on a 7900 HT qPCR system (Life Technology). Raw miRNA expression values were filtered using a Cq-cutoff of 32, and normalized using the global mean, as previously described.^36,37^

### GSEA

The GSEA software was used to identify pathways or groups of functionally related genes deregulated in tumors from LSL-*MYCN*;Dbh-iCre mice compared with normal adrenal gland.^11,38^ GSEA was run on the collections of 3272 curated gene sets (c2) from version 3.1 of the MSigDB.^39^ Gene sets with less than 15 genes or more than 500 genes were excluded from the analysis. Gene sets with a false discovery rate ⩽0.25 and a nominal *PP*⩽0.05 were considered significant. The gene ranking metric in the weighted enrichment score was the two-sided signal-to-noise ratio, and *P*-values were calculated using 1000 permutations of the phenotype.

### Gene signature scores

Gene signature scores were calculated with adaptation of a previously reported algorithm.^40^ The LSL-*MYCN*;Dbh-iCre signature was composed of the top 100 most differentially up- and downregulated genes in LSL-*MYCN*;Dbh-iCre tumors compared with normal adrenal gland. The signature score was calculated for a panel of 967 cancer cell lines in the Cancer Cell Line Encyclopaedia,^13^ for which normalized gene expression data were downloaded from http://www.broadinstitute.org/ccle/home. Signature scores based on the expression values of MYC-regulated mRNAs or miRNAs, as previously defined by Westermann *et al.* and Mestdagh *et al.*, respectively,^14,41^ were calculated for a series of tumors from ALK^F1174L^,^15^ LSL-*MYCN*;Dbh-iCre mice and normal adrenal gland tissue. Additional MYC(N) signatures, retrieved from curated gene sets (c2) from version 3.1 of the MSigDB,^39^ were calculated for mNB-A1 cells treated with either JQ1, MLN8237 or DMSO. The published PUISSANT_NB_JQ1 signature^22^, composed of the 316 genes differentially expressed in neuroblastoma cell lines upon JQ1 treatment, was calculated for mNB-A1 cells treated with JQ1, MLN8237 or DMSO.

### Human neuroblastoma signature

A human neuroblastoma signature was generated using a published data set of 69 human primary neuroblastomas.^41^ The signature was composed of the most differentially expressed genes (Rank Product analysis, *P*<0.001) in high-risk compared with low-risk patients, either with or without inclusion of *MYCN*-amplified neuroblastomas, resulting in the human neuroblastoma signature and human non-*MYCN*-amplified neuroblastoma signature, respectively. To compare these gene signatures with expression data from LSL-*MYCN*;Dbh-iCre tumors, only genes with a known human and murine homolog were retained, yielding a list of 10 433 genes for further analysis.

### Establishing of a cell line from a LSL-*MYCN*;Dbh-iCre tumor

Murine tumor was minced manually with scissors and the pieces digested with 2 mg/ml collagenase in PBS for 30 min at 37 °C. Tumor pieces were passed through sieves with different pore sizes (400, 100, 70 μm) to obtain a cell suspension. Cells were maintained in RPMI medium supplemented with 10% fetal calf serum, penicillin (100 U/ml), streptomycin (100 μg/ml), 1% N2 and 2% B27. The mNB-A1 cell line was in continuous culture for more than 4 months, and all experiments performed here have been obtained after 3–4 months in culture. Cells were seeded onto 96-well plates and treated with 250 nM JQ1 (BPS Bioscience, San Diego, CA, USA) or MLN8237 (Axon Medchem, Groningen, The Netherlands). Metabolic activity was analyzed by 3-[4,5-dimethylthiazol-3-yl]-2,5-diphenyltetrazolium bromide (MTT) assay (Roche). We used this metabolic activity as a surrogate for the number of living cells, thus, cell viability.^42^

### Engraftment of mNB-A1 cells into nude mice

Six-week-old female athymic NCR (*nu/nu*) mice were subcutaneously inoculated in the left flank with 10^7^ cells derived from the LSL-*MYCN*;Dbh-iCre tumor suspended in 200 μl BD Matrigel (BectonDickinson, Heidelberg, Germany). Mice were measured for tumor growth three times per week using the formula (breadth · length · height)/2.

### JQ1 treatment of transplanted tumors from LSL-*MYCN*;Dbh-iCre mice

A Murine tumor was minced manually with scissors and the pieces were digested with 2 mg/ml collagenase in PBS for 30 min at 37 °C. Tumor pieces were passed through a sieve with 400 μm pore size to obtain a cell suspension. Cells were washed with PBS and suspended in 1.5 ml Matrigel (BD Bioscience, Heidelberg, Germany) for subcutaneous inoculation (200 μl per mouse) into the left flank of 6-week-old female athymic (nu/nu) mice. Mice were treated with JQ1 (50 mg per kg body weight) or vehicle control (12.5% DMSO in PBS) twice daily by intraperitoneal injection for 3 consecutive days when the volume of the subcutaneous tumor reached 500–1000 mm^3^, and animals were killed 4 h after the last injection. Half the tissue was snap-frozen in liquid nitrogen then stored at −80 °C and the other half was formalin fixed and paraffin embedded for immunohistochemical analyses.

### Statistical analysis

Statistical analyses were conducted using Graph Pad Prism 5.0 (GraphPad Software Inc, San Diego, CA, USA). Kaplan–Meier analyses were used to analyze overall survival. Mean relative apoptosis (calculated by positive staining for cleaved caspase 3) and proliferation (calculated by Ki-67 expression) in the transplanted LSL-*MYCN*;Dbh-iCre tumors from the control and JQ1-treated groups of mice was calculated from three representative images of each tumor using ImageJ 1.47 (National Institutes of Health, Bethesda, MD, USA). Significance was calculated by Student's *t*-test (*P<0.05, **P<0.01, ***P<0.001). Differential gene expression analyses were performed using the RankProd package in the R statistical language.

## Figures and Tables

**Figure 1:**
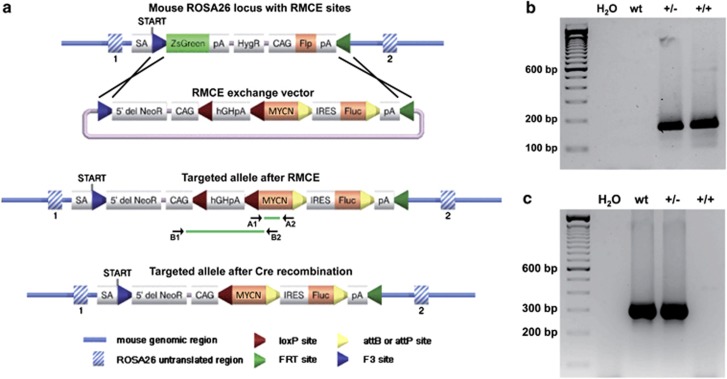
Generation of transgenic LSL-*MYCN* mice. (**a**) Graphical representation of the ROSA26 locus with recombinase-mediated cassette exchange (RMCE) sites used to introduce the RMCE exchange vector containing the *MYCN* transgene. The Rosa26 locus is displayed before (top) and after (center) insertion of *MYCN* by RMCE, and after cre-recombinase-mediated removal of the transcription termination site 5′ to the *MYCN* allele (bottom). Localizations of primers used for genotyping (A1 and A2) and the PCR-based validation of floxing out the transcriptional site 5′ of the *MYCN* allele (B1 and B2) are displayed. Splice acceptor site (SA), polyadenylation signal (pA), internal ribosome entry site (IRES), chicken actin gene promotor (CAG), transcriptional STOP cassette made of the human Growth Hormone polyadenylation signal (hGHpA), human *MYCN* open reading frame (MYCN). (**b**) Representative genotyping PCR validating the *MYCN* knock-in allele in heterozygous and homozygous LSL-*MYCN* mice (primers used: A1 and A2); wild type (wt), heterozygous LSL-*MYCN* (+/−), homozygous LSL-*MYCN* (+/+). (**c**) Representative PCR validating absence or presence of the transgene inserted into the *ROSA26* locus in wt, heterozygous (+/−) and homozygous (+/+) LSL-*MYCN* mice.

**Figure 2:**
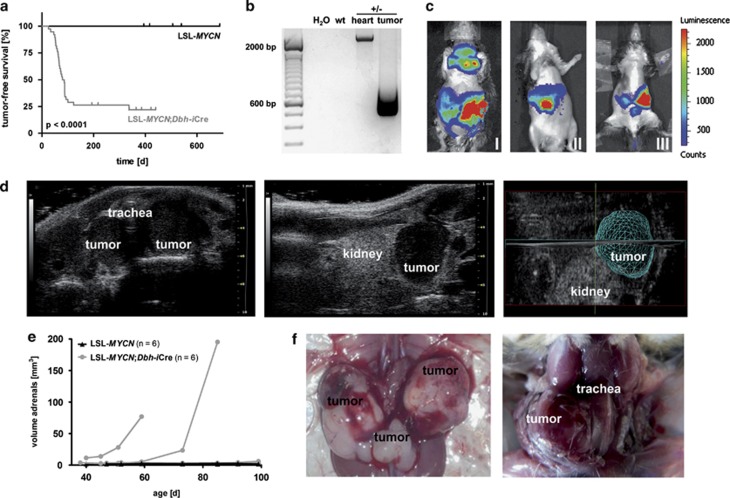
Double-transgenic LSL-*MYCN*;Dbh-iCre mice develop tumors derived from the neural crest. (**a**) Kaplan–Meier analysis indicating the presence and the time to detection of palpable tumors in mice (that is, tumor-free survival) heterozygous for LSL-MYCN and mice double transgenic for LSL-MYCN and Dbh-iCre (Log-rank test). (**b**) Representative result of PCR validating the removal or presence of the transcriptional termination site 5′ to the *MYCN* transgene in tumor and control tissues, respectively. Wild type (wt), double-transgenic LSL-*MYCN*;Dbh-iCre (+/−). (**c**) Bioluminescence imaging of three representative LSL-*MYCN*;Dbh-iCre mice carrying palpable tumors at the superior cervical ganglion (I), adrenals (I, II, III) or celiac ganglion (III). Color code indicates luciferase activity (low=blue; high=red). (**d**) High frequency ultrasound images of palpable tumors arising from superior cervical ganglion (left) and adrenal (middle), and three-dimensional reconstruction of adrenal tumor (right). (**e**) Growth curves of tumors, as detected by high-frequency ultrasound. (**f**) Macroscopic images during autopsy of mice carrying palpable tumors arising from both adrenals and the celiac ganglion (left) and from the superior cervical ganglion (right).

**Figure 3:**
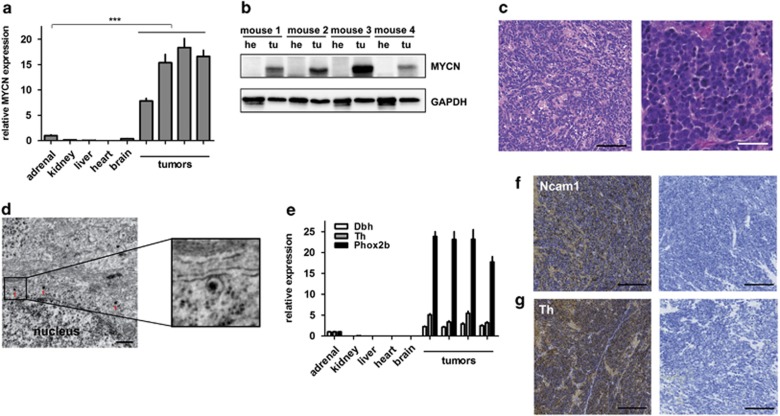
Tumors of LSL-MYCN;Dbh-iCre mice resemble human neuroblastoma in terms of histology and molecular expression patterns. (**a**) *MYCN* expression (qPCR) in four representative tumors from LSL-*MYCN*;Dbh-iCre mice compared with control tissues. Expression was normalized to normal adrenal glands. Student's *t*-test: ***P<0.001. (**b**) Western blot analysis confirms MYCN expression in tumors (tu) compared with heart (he) tissue collected from four representative double-transgenic mice. (**c**) Hematoxylin and eosin (H&E) staining shows small, round blue cells typical for neuroectodermal tumors. Scale bars=100 μm (left) and 50 μm (right). (**d**) Electron micrographs show neuronal structures, including neurosecretory vesicles (red arrows). Scale bar=500 nm. (**e**) Reverse transcription-qPCR confirms significantly increased expression of the murine orthologs of the human neuroblastoma marker genes dopamine β-hydroxylase (*Dbh*), tyrosine hydroxylase (*Th*) and paired-like homeobox 2b (*Phox2b*) in tumors compared with normal control tissues (Student's *t*-test; *Dbh*: *P*=0.005, *Th*: *P*=0.02, *Phox2b*: *P*=0.0006). (**f**, **g**) Immunohistochemistry confirms expression of neuroblastoma markers, Ncam1 and Th. Scale bars=200 μm.

**Figure 4:**
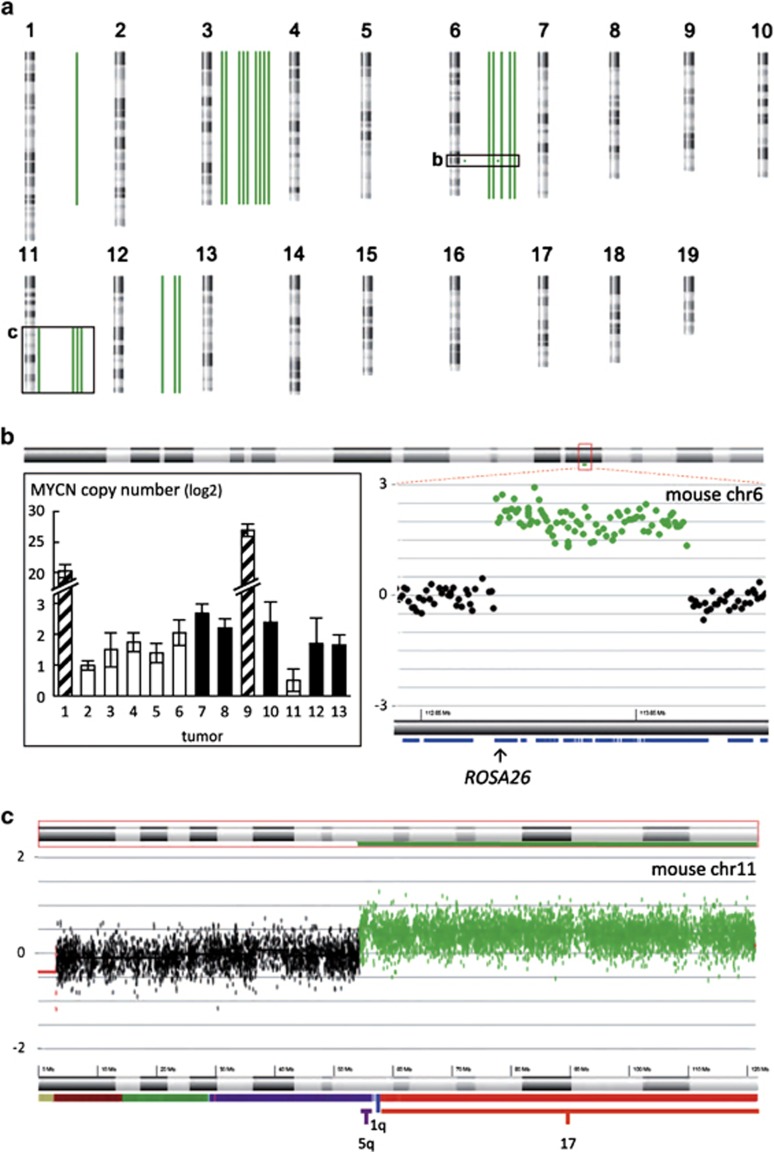
Murine neuroblastomas recapitulate genomic aberrations of human neuroblastomas. (**a**) Mouse karyotype overview of all genomic imbalances detected in 13 murine neuroblastomas (green bars: gained regions, red bars: lost regions). (**b**) Partial ratio plot for the mouse chromosome 6 region encompassing the *ROSA26* amplicon in tumor 9 (right) and copy number of the *MYCN* transgene in 13 tumors from heterozygous LSL-*MYCN*;Dbh-iCre mice (+/−), as assessed by qPCR (insert left). Bars represent mice with normal chromosome 6 copy number (white), with whole chromosome 6 gain (black) and with focal chromosome 6 amplification (striped). (**c**) Tumor/control ratio plot for mouse chromosome 11 in tumor 9 showing partial chromosome 11q gain, corresponding to gain of almost the entire human chromosome 17.

**Figure 5:**
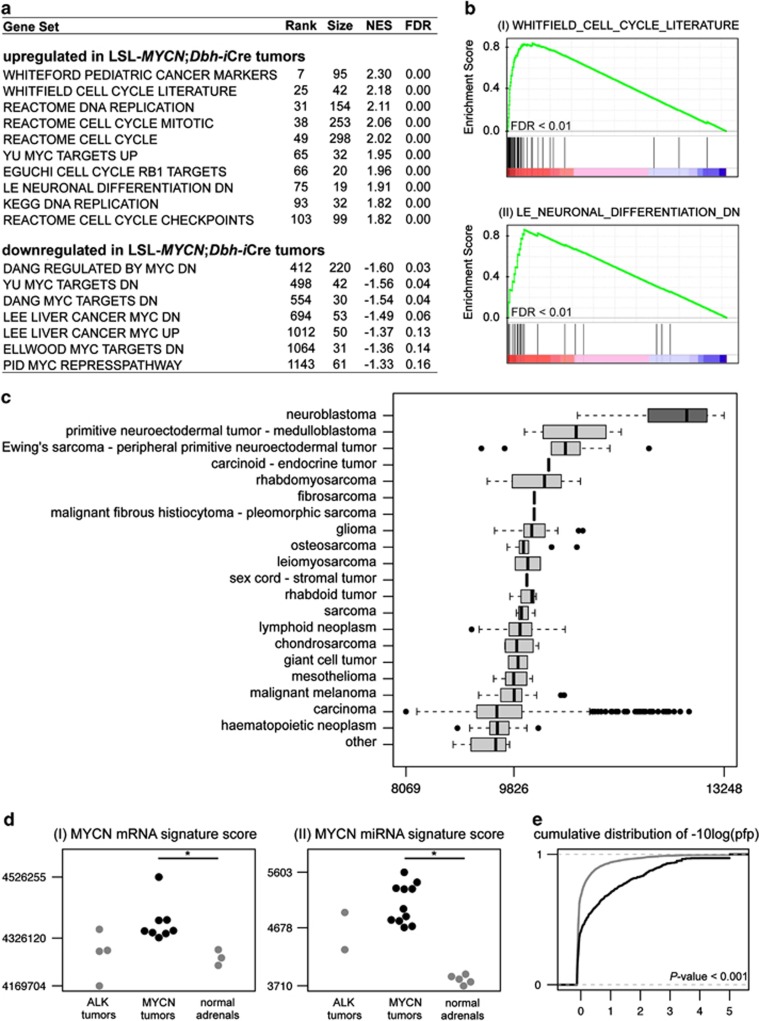
Tumors from heterozygous LSL-MYCN;Dbh-iCre mice recapitulate human neuroblastoma at transcriptional level. (**a**) Table of selected gene sets from the MSigDB C2 collection, enriched among genes upregulated in the tumors from heterozygous LSL-*MYCN*;Dbh-iCre mice based on GSEA. (Rank of gene set in overall list of gene sets, ranked according to decreasing normalized enrichment score (NES; rank), number of genes in each set (size), NES). (**b**) GSEA enrichment plots showing upregulation of a gene set representing cell cycle (I) and markers downregulated during neuronal differentiation (II) in the transcriptional profiles of neuroblastoma tumors from heterozygous LSL-*MYCN*;Dbh-iCre mice. Depicted is the plot of the running sum for the MSigDB gene set within the LSL-*MYCN*;Dbh-iCre neuroblastoma data set, including the maximum enrichment score and the leading edge subset of enriched genes. FDR = false discovery rate. (**c**) The LSL-*MYCN*;Dbh-iCre signature score in the 967 cell lines in the Cancer Cell Line Encyclopedia^13^ showing the highest signature score in neuroblastoma cell lines, followed by medulloblastoma cell lines. (**d**) The MYCN mRNA (I) and miRNA (II) gene signature in normal adrenal medulla and MYCN- and *ALK*^*F1174L*^-driven tumors. *P*<0.05 (*) was considered significant. (**e**) The cumulative distribution of the significance score [-10log(pfp)] associated with differential expression in tumors from heterozygous LSL-*MYCN*;Dbh-iCre mice (+/−) versus normal adrenals, for genes in the human non-*MYCN*-amplified neuroblastoma signature (black) and all other genes (gray). Genes in the human non-*MYCN*-amplified neuroblastoma signature show more significant differential expression compared with all remaining genes (Kolmogorov–Shmirnov test, *P*<0.001).

**Figure 6:**
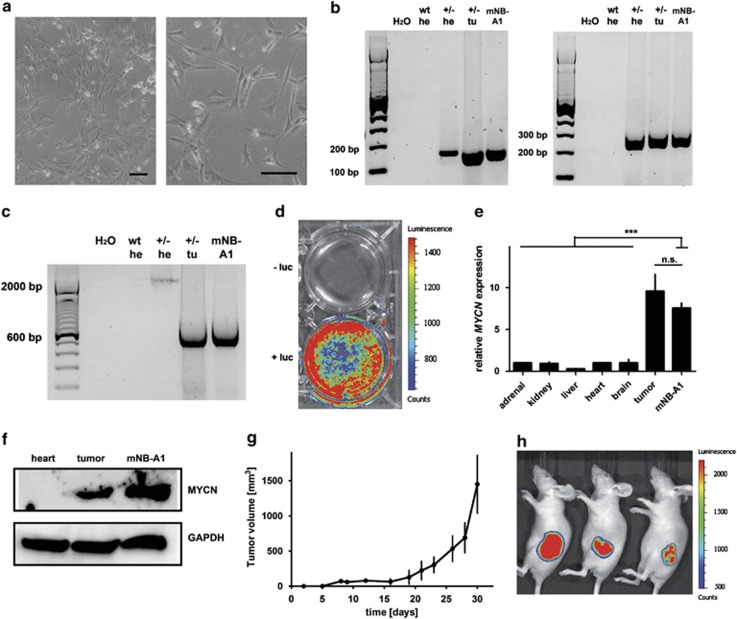
(**a**) Macroscopic images of cells cultivated after explantation of LSL-*MYCN*;Dbh-iCre tumors. Scale bars=100 μm. (**b**) Representative genotyping PCR validating the *MYCN* knock-in allele (left) and the *Dbh-iCre* transgene (right) in cells cultured from murine neuroblastoma. Heart (he) from wild-type (wt) and heart (he) and tumor (tu) from heterozygous LSL-*MYCN;*Dbh-iCre mice (+/-) as controls. (**c**) PCR validating the removal of the transcriptional termination site 5′ of the *MYCN* allele in cells cultivated after explantation of LSL-*MYCN*;Dbh-iCre tumors. Wild-type (wt), heterozygous LSL-*MYCN*;Dbh-iCre (+/−), heart (he), tumor (tu). (**d**) Bioluminescence imaging of mNB-A1 cells. Luciferase activity: low=blue; high=red. luciferin (luc). (**e**) *MYCN* expression (qPCR) in mNB-A1 cells compared with various control tissues and to a representative LSL-*MYCN*;Dbh-iCre tumor. Expression was normalized to that in normal adrenal glands. Student's *t*-test: ***=*P*<0.001; NS=not significant. (**f**) Western blot analysis confirms MYCN expression in mNB-A1 cells compared with heart and LSL-*MYCN*;Dbh-iCre tumor. (**g**) Tumor growth after engraftment of 10^7^ mNB-A1 cells into three nude mice at day 0. (**h**) Bioluminescence imaging of mNB-A1 cells growing in nude mice. Luciferase activity: low=blue, high=red.

**Figure 7:**
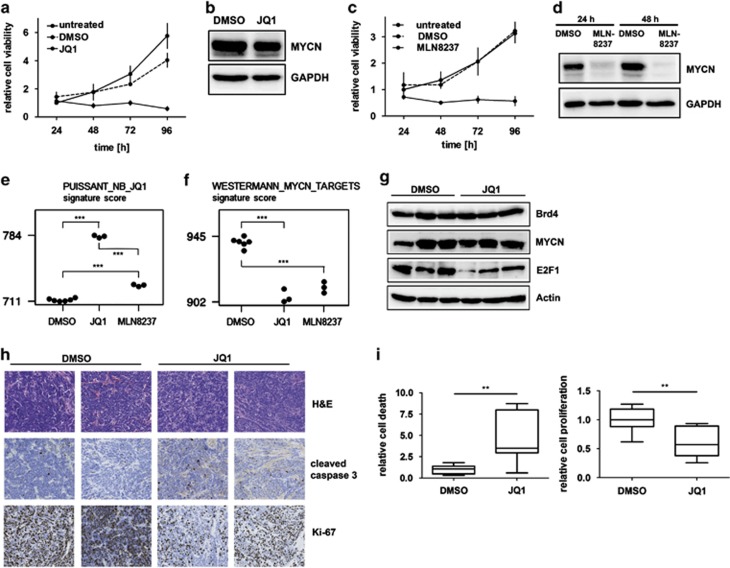
Treatment of mNB-A1 and re-grafted tumors. (**a**) JQ1 treatment of mNB-A1 cells significantly reduced cell viability in MTT assays compared with untreated or DMSO-treated cells. (**b**) Western blot analysis confirmed no MYCN protein regulation in mNB-A1 cells treated with JQ1 compared with DMSO-treated cells. (**c**) MLN8237 treatment of mNB-A1 cells significantly reduced cell viability in MTT assays compared with untreated or DMSO-treated cells. (**d**) Western blot analysis confirmed MYCN downregulation in mNB-A1 cells treated with MLN8237 compared with DMSO-treated cells. (**e, f**) A mRNA signature score established from genes differentially expressed after JQ1 treatment of neuroblastoma cell lines^16^ (e), and a MYCN mRNA signature score^14^ (**f**) for mNB-A1 cells treated with either DMSO, JQ1 or MLN8237. (**g**) Western blot analyses of Brd4, MYCN, Myc, E2f1 and Cyclin D1 expression in re-grafted tumors from LSL-*MYCN*;Dbh-iCre mice treated with JQ1 or DMSO. Actin and Gapdh were used as loading controls. (**h**) Re-grafted tumors from JQ1- or DMSO-treated mice were examined histologically after hematoxylin/eosin (H&E) staining or immunostaining for cleaved caspase 3 (apoptotic cells) or Ki-67 (actively proliferating cells). Representative images are shown. (**i**) Bar graphs show the mean relative apoptosis (left) and proliferation (right) calculated from three representative images from each re-grafted tumor from groups of mice treated with either JQ1 or DMSO. Significance was calculated by Student's *t*-test: *P<0.05, **P<0.01, ***P<0.001.

**Table 1:** Genomic aberrations in tumors from LSL-*MYCN;*Dbh-iCre mice compared with tail

*LSL-MYCN; Dbh-iCre tumors*			*Human neuroblastoma*			
*Chromosomal region*	*Genomic aberration*	*Frequency (%)*	*Syntenic region*	*Genomic aberration*	*Frequency (%)*	*Reference*
1	Partial gain	8	2q	Gain	12	Vandesompele *et al.*^43^
1	Focal loss	8	1q41, 1q32.2, 1q32.3			
3	Gain	69	1q	Gain	Often	Schleiermacher *et al.*^10^
6	Gain	38	7	Gain	40	Stallings *et al.*^9^
6	Focal gain	15	3p25.3			
8	Focal loss	15	–			
11	Partial gain	31	17q	Gain	50	Vandesompele *et al.*^8^
12	Gain	23	7q	Gain	12	Stallings *et al.*^9^
16	Focal loss/gain	8	16q13.3			
16	Focal gain	8	21q22.13, 21q22.2, 21q22.3

How the deposited data were processed for this re-analysis (not part of the article)

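The data are array measurements of RNA from 8 tumors of LSL-MYCN;Dbh-iCre mice, 6 from the adrenal and 2 from the superior cervical ganglion. The authors deposited log2 expression values for the probe sets of each array. The submitters' processing notes name RMA and Partek 6.6, and the Methods describe gcRMA in Bioconductor; the values used here do not settle which was applied. Background correction and normalization between arrays are thus already included, and the array images were not used here. No 2 arrays held identical values. The signal over background differed between arrays: the receptor-based limit for detection was 6.71 in tumor 6 and 7.21 in tumor 2.

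Genes were named from the platform annotation of the probe sets, with symbols updated through Entrez identifiers, of which 34754 matched the reference gene table of assembly GRCm38.p6. That table served for names, chromosome membership and gene order only, and no coordinates were used. Probe sets with several genes or none entered no gene value. For each gene the probe set with the highest mean was kept, as the Methods do, and genes above log2 5 in at least 2 tumors were tested.

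Levels are given as the mean and SD of log2 values. The 6 adrenal and 2 ganglion tumors were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, threshold 0.05), and gene lists with camera and fry of the same package. On simulated data, with 16254 genes and 6 tumors against 2, this step recovered 93 of 100 genes changed by 2 on the log2 scale and 60 of 100 changed by 1, with 9 false calls. These shares hold for the spread that was simulated. In the real ganglion pair, tumor 7 had 179 genes at least 2 beyond all other tumors, against 7 in tumor 8. Recovery in the real comparison may therefore be lower. Other statistics were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9. Similarity between tumors was tested by exact permutation of the site labels. Variation of 30 gene lists and of the MYCN signature score over tumors was set against 10000 random lists of genes with matched mean expression and random seed 1. Such a comparison describes these arrays, since genes are not replicates. The score was correlated with 9 other measures by exact permutation. Chromosome-wide shifts were the median over a chromosome's genes of the difference from the other tumors, with 10000 permutations of genes over chromosomes. On simulated data, a shift of 0.3 on 1 chromosome came back as 0.284, and 2 other autosomes of that tumor were called with shifts of up to 0.048. The method centres each tumor, and whether this gave those 2 calls was not tested.

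The genes named in the text are those the paper names, the first 15 symbols of each part of Supplementary Table 2, the 5 highest and 5 lowest of Supplementary Table 3, called genes of the site comparison beyond the range of the other site, the 15 genes with the highest SD, and within a list up to 4 members with the highest and the lowest mean and members detected nowhere. The ranking behind the 15 genes with the highest SD held only genes expressed in at least 2 tumors. Names outside this rule are marked where they appear as chosen after their values were seen. Alternatives covered the normalization, the filter on low values, the probe set per gene, the test, the detection limit and each tumor left out. The analysis without tumors 6 and 7 was added after seeing the data. Values of normal adrenals, other mouse models, microRNA and cell lines were not used here, so no tumor-to-normal comparison was fitted. Some genes of the lists have no named probe set here and are not reported.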

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

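The tests of degraded RNA, of other cells, of site and of the Mycn transcript were chosen after the result was seen, and the liver enzyme list after the liver transcripts had been seen, before its own values were. Of 49 measures compared over the 8 tumors, 15 had 1 tumor whose gap to the nearest other exceeded Dixon's critical share of the range; chance gives about 1 in 20. In 11 of the 15 the tumor was tumor 7.

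Tumor 7, from the superior cervical ganglion, stood apart in the noradrenergic list mean, with a gap of 0.894 of the range. The gap was 0.774 for Dbh (9.07 in tumor 7 against 12.53 to 13.54), 0.839 for Th (10.36 against 13.62 to 14.25), 0.763 for Ncam1 (11.54 against 13.27 to 13.80) and 0.621 for Ccnd1 (12.27 against 13.60 to 14.41). Non-dividing cells of another type in place of tumor cells would lower the DNA replication list by more than 1 on the log2 scale, but it deviated by 0.072, and degraded RNA is argued against by tumor 1, whose Gapdh gap is largest and whose noradrenergic list deviated by 0.234. The site alone does not account for it, since the list mean of tumor 8, of the same ganglion, was 0.365 and within the range of the adrenal tumors. Against the mean of the other tumors, the skeletal muscle list of tumor 7 deviated by 1.19 (9 of 13 genes highest there). Immediate early and stress genes deviated by 1.29 (8 of 15 highest) and macrophage genes by -0.62. A small share of muscle tissue or a stress response in this sample is therefore not excluded. Muscle genes were also raised in tumor 8 (0.62) and stress genes in tumor 2 (0.90), where the noradrenergic list deviated by 0.42 and 0.30. Raised lists of either kind thus occurred without the noradrenergic loss, each in 1 tumor. A different cell of origin within the ganglion, a dividing cell of another type or a sample of another tumor stays open and was not tested.

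The MYCN signature score of tumor 7 had a gap of 0.825 of the range, its MYC target list 0.628 (0.61 against at most 0.06), and the mouse Mycn probe set a gap of 0.760 in the other direction. A higher Mycn transcript on the array is argued against, since that probe set read 7.96 in tumor 7 and 11.59 to 12.74 in the others; on 2 further Mycn probe sets tumor 7 was neither highest nor lowest, at 7.04 and 8.19. Whether any of them reads the human MYCN transgene is not given in the sources used here. The median deviation of 20 genes around ROSA26, where the transgene lies, was 1.07 in tumor 7 and -0.43 to 0.003 in the others, a gap of 0.711. That both the 10 genes to the left and the 10 to the right of ROSA26 are raised, predicted before the sides were looked at separately, was not met: the left ones lay at percentile 11.5 of random windows, and the right ones at 99.92. Windows of this width do not exclude a shorter stretch, since Thumpd3, which adjoins ROSA26 on the left, was 2.47 above the mean of the other tumors, while for the next gene on the left, Srgap3, this difference was -2.01. On the right, Setd5, which adjoins ROSA26, was 2.46 above, and genes 11 to 20 still had a median of 2.12, while genes 21 to 30 had -0.40. These genes were chosen after their values were seen. The paper reports focal gains around ROSA26 in some tumors of its copy number series. A gain that spans ROSA26 with unequal reach to either side may raise both the transgene and the score, which stays open as a hypothesis formed on these values.

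Tumor 6, from the adrenal, held transcripts of the liver, with a gap of 0.917 of the range for the list mean (5.61 against -1.06 to -0.51). Liver tissue in the sample was tested with 21 genes of liver enzymes and transporters that are not in that list. Of these, 19 were highest in tumor 6, against at most 1 in any other tumor. The measure set beforehand was the share both highest and detected there, which was 16 (76.2%). This share fell short of the 80% set as what liver tissue would give. It lay above the 50% set as speaking against it, so the explanation stays open. Adrenal cortex genes were also highest in tumor 6, at 0.79 against at most -0.006, a gap of 0.792, and adipocyte genes deviated by 1.28 from the mean of the other tumors, with 6 of 9 highest there. Whether adjacent tissue was taken with the tumor or the tumor had grown into liver was not tested.

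The Gapdh 3′ to 5′ difference of tumor 1 had a gap of 0.782. The fibroblast and pericyte list mean was lowest in tumor 5, at -1.06 against -0.09 to 0.61, a gap of 0.583. Several other lists of stromal and immune cells deviated from the mean of the other tumors in the same direction there. Endothelium deviated by -0.74 (11 of 13 genes lowest) and interferon and MHC class I genes by -0.74 (13 of 19). Mesenchymal genes deviated by -0.78 (8 of 14) and macrophages by -0.56 (4 of 16). The T-cell list hardly deviated, by -0.02 (0 of 7 genes lowest), and the B-cell list by -0.19 (3 of 9). With the receptor-based limit, 8 of 12 measured T-cell genes and 7 of 10 B-cell genes were detected in no tumor. Lists this close to background have little room to fall, so they cannot tell whether lymphocytes were spared in tumor 5. The list of Hox genes of paralog groups 1 to 5 was lowest in tumor 7, at -0.38 against -0.01 to 0.10, a gap of 0.759. This rests on Hoxc4 alone, chosen after its values were seen, which was 6.28 in tumor 7 and 10.71 to 11.54 in the others; its difference exceeds the sum over the 8 genes, so the list as a whole is not read as lower. Dkk3 was highest in tumor 7, a gap of 0.692.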

How the results depend on the processing

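The alternative without tumors 6 and 7 was chosen after the results were seen, the others before. Of 166 recomputed values, 148 kept the direction and the side of the test's threshold, or stayed within the spread over tumors or, for counts, within 1.5 times the first count; 12 moved beyond this, 1 reversed and 5 became weaker. The site comparison called 3 genes, but 1 when detection in at least 2 tumors was required, which tests fewer genes, 6 with the mean of all probe sets, 43 with the rank product, the test the Methods name for differential expression, and 509 with a t-test before adjustment and 3 after it. Leaving out 1 tumor gave 2 to 951 genes, with 8 without tumor 7 and 951 without tumor 8, each of which leaves 1 ganglion tumor that is assumed to vary like the rest. The 8 gene lists called by camera were 0 with an estimated correlation and 1 with fry, and 6 to 9 with 1 tumor left out. Over all tested genes, the difference in similarity between sites ran from -0.0078 without tumor 7, where it reversed, to 0.0353 without tumor 8. Over the 1% of genes with the highest SD it was 0.277. The SD of the MYCN signature score ran from 0.664 without tumor 7, no longer past the threshold, to 3.49. Of its 9 correlations, 0 to 1 passed. The downregulated probe sets detected in no tumor numbered 106 rather than 597 at log2 5, a lower limit than the receptor-based one, and adrenal cortex genes detected in all tumors 11 rather than 3. The ROSA26 value of tumor 7 was 1.31 with 5 genes on each side. Lists that varied numbered 18, 16 to 18 with 1 tumor left out, 17 in the adrenal tumors, 22 with the probe set of the highest SD, and 18 without tumors 6 and 7. Apart from the fewer genes or tumors and the lower limit named, the cause was not tested. Signal over background limits what was called detected. No paired analysis was possible because each array is of a different tumor and no source used here links tumors of the same mouse.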

Differences from the paper's values

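The paper gives 3680 upregulated probe sets in Supplementary Table 2, and the copy used here held 1997, because it is shortened; no alternative applies to this count. The 1726 downregulated probe sets and their 1190 gene symbols were all there.

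In Supplementary Table 3 the column of fold changes holds negative values for 17 of 50 genes and positive ones for 33, which a linear fold cannot take. For all 5 genes also found in the copy of Supplementary Table 2, it equals the log2 of the fold given there within 0.01, so it was read as log2. All 5 values are positive, so the check does not cover the negative ones. Of the negative genes, 8 have an estimated share of false positives below 5% in Supplementary Table 3. None of these was found in the downregulated part of Supplementary Table 2, although that part was complete. The reason was not tested, so whether the negative values are log2 folds against normal adrenal stays open. Among the 1726 downregulated probe sets of Supplementary Table 2 are 19 control probe sets of the array, 16 of them for bacterial or phage spike-ins that no mouse tissue expresses. The paper's fold changes for these 16 run from 0.0174 to 0.0858.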

Other observations

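The tests of the cholinergic and the sensory gene lists were chosen after the neuronal genes of tumor 7 had been seen, before the lists themselves were looked at. With the receptor-based limit, a larger share of the listed macrophage genes than of the listed lymphocyte genes was detected in all tumors. The difference was not tested. Of 17 macrophage genes, 13 were detected in all 8 tumors, with the lysozyme gene Lyz2 at 12.31 ± 0.45 and the complement gene C1qb at 11.17 ± 0.38 (SD, n = 8 tumors), whereas of 12 T-cell genes none was detected in all tumors and 8 in none, and of 10 B-cell genes 2 were detected in all. The lymphocyte counts depend on the limit: at log2 5, 7 of the 12 T-cell genes were detected in all tumors and 4 in none. At that limit, 7 of the 10 B-cell genes and 16 of the 17 macrophage genes were detected in all. Log2 5 lies below the lower quartile of every array, so passing it says little about expression. The antigen presentation genes B2m and H2-K1 ranged from 9.98 and 9.20 in tumor 5 to 12.65 and 11.52 in tumor 6. Of 30 lists, 18 varied over the tumors more than random lists of matched expression after adjustment. Of 14 adrenal cortex genes, 3 were detected in all tumors and 6 in none, among them Nr5a1 and Mc2r, whereas at log2 5 only Nr0b1 was detected in none. In tumor 8, the secretory gland genes Pip and Lcn11, chosen after their values were seen, were 12.79 and 10.71 against at most 5.04 and 5.68 in the others. Tumor 8 had 7 genes at least 2 above all other tumors, among them also Dnase1 and Car6, likewise chosen afterwards. The salivary gland list deviated there by 0.03 from the mean of the other tumors, with 1 of 7 genes highest. Of 11 measured genes of that list, these 7 lay above log2 5 in at least 2 tumors. A gene expressed in tumor 8 alone would be dropped, so gland tissue in this sample is not excluded.

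Between the sites, limma called 3 genes higher in the 2 ganglion tumors and 0 lower, with 761 genes at an unadjusted p under 0.05, of 16254 tested. The skeletal muscle gene Acta1 was higher by 2.21 on the log2 scale (standard error 0.17, adjusted p = 0.0040), and by 2.00 without tumor 7 and 2.42 without tumor 8. In the adrenal tumors Acta1 was 6.99 to 7.37, close to their detection limits of 6.71 to 7.21, so the size of its difference is approximate. The other 2, Clvs2 (adjusted p = 0.00082) and Tnnt3 (adjusted p = 0.014), lay below the detection limit in every tumor, so the size of their differences is not read as a change in expression, and both left the tested genes when detection in at least 2 tumors was required or when tumor 7 or 8 was left out. The Tnnt3 call was also lost without tumor 3, 4, 5 or 6, at adjusted p of 0.058 to 0.080. The rank product, which the Methods name for differential expression, called 10 higher and 33 lower. Chance cannot be excluded for the count of 3. Of the 28 splits of 6 against 2 tumors, 3 gave at least 3 calls, the real one included. The highest other split, tumors 1 and 7, gave 21, and tumors 5 and 7 gave 5. All 3 splits hold tumor 7, and what gives these calls was not tested. Among lists, camera called 5 higher, led by skeletal muscle (adjusted p = 1.6e-21) and MYC target genes (adjusted p = 5.0e-11), and 3 lower, led by noradrenergic identity (adjusted p = 1.5e-06). Without tumor 7 the MYC target list turned lower (adjusted p = 0.41) and the noradrenergic call was lost (adjusted p = 0.76), so both rest on tumor 7, while skeletal muscle was kept (adjusted p = 2.6e-17). With an estimated correlation no list passed, the smallest adjusted p being 0.18 for skeletal muscle.

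The paper measured Dbh and Th by qPCR. On the arrays Th was 13.93 ± 0.22, Dbh 13.22 ± 0.35 and Ncam1 13.47 ± 0.17 in 7 tumors (SD, without tumor 7). Tumor 7 had 179 genes at least 2 on the log2 scale beyond all other tumors, 89 above and 90 below, against 112 in tumor 6 and 1 to 10 in the other 6. The neuropeptide gene Tac1 was 11.87 in tumor 7 and at most 6.79 elsewhere, and the transcription factor gene Pou4f1 9.92 and at most 5.49; these were chosen after their values were seen. A sensory neuron list that left both out lay at percentile 29.9 of random lists in tumor 7, with 4 of its 11 tested genes above the other tumors' mean and its genes moving apart: P2rx3 was 10.59 against at most 9.63, whereas Avil was 7.16 and Fxyd2 7.26, against at least 8.45 and 7.97 (chosen after their values were seen). The 95th percentile, the limit set for this list, was not exceeded, so the sensory list as a whole was not raised. Because its genes moved apart, a program carried by some of them is not excluded. A cholinergic neuron list lay at percentile 99.99, with 8 of 10 genes above the other tumors' mean and Chat at 7.64 against at most 5.64 and Slc18a3, the acetylcholine transporter gene, at 7.36 against at most 5.52, both chosen from the list after their values were seen. That tumor 7 may follow a cholinergic program is a hypothesis found on this 1 tumor.

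The paper reports recurrent gains of chromosomes 3, 6, 11 and 12 in 13 tumors, whose numbering is not tied to these arrays. It was predicted, before chromosomes were compared, that expression over these chromosomes varies more between tumors. Their SDs over the 8 tumors averaged 0.0861, against 0.0235 for the other autosomes (one-sided exact permutation p = 0.000258, the smallest that 3876 combinations allow; 0.0070 in the adrenal tumors alone). Of 152 pairs of tumor and autosome, 49 passed, 24 higher and 25 lower, and 41, 57 and 48 with other settings for all tumors. Of the 49, 28 were no larger than 0.048, the largest shift called on unchanged autosomes in simulated data. This leaves 21, against 25, 35 and 17 with those other settings. Among the 21, chromosome 6 was shifted by 0.181 in tumor 5, 0.0910 in tumor 2, -0.104 in tumor 4, -0.0897 in tumor 7 and -0.0690 in tumor 3. The raised genes next to ROSA26 in tumor 7 are thus not part of a rise over the whole chromosome. The shifts were, for chromosome 3, -0.222 in tumor 7, -0.133 in tumor 3, 0.101 in tumor 4, 0.0995 in tumor 6, 0.0755 in tumor 8 and 0.0517 in tumor 1, and for chromosome 12, 0.154 in tumor 7 and -0.0720 in tumor 2. Chromosome 11 was shifted by 0.115 in tumor 7 and by 0.0549 in tumor 2, and the distal part of its genes by 0.152 and 0.126, and the whole by -0.0536, -0.0527 and -0.0579 in tumors 3, 5 and 6. Outside the 4 predicted chromosomes, chromosome 1 was shifted by 0.143 in tumor 2, and its SD of 0.0582 was the highest of the other autosomes. Chromosome 7 was shifted by 0.0617 in tumor 3 and chromosome 5 by -0.0492 in tumor 2. Copy number was not measured in these files, so a gain is only a candidate explanation of a shift.

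The MYCN signature score was related to 9 other measures over the 8 tumors, and none passed after adjustment; tumor 7 forms a cluster of its own, so no pooled r is given, and among the other 7 tumors none passed either. Without tumor 5 the macrophage list passed by exact permutation on values (adjusted p = 0.0089) but not on ranks (adjusted p = 0.11), in a set that still holds tumor 7. Xist was 12.57, 13.69 and 13.18 in tumors 1, 4 and 7 and at most 6.64 in the others, and Eif2s3y was at most 3.85 in those 3 and 9.27 to 10.47 in the others.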
